A study of Vitis vinifera with 2 samples. Its data were reported in "Elevated transcription of transposable elements is accompanied by het-siRNA-driven de novo DNA methylation in grapevine embryogenic callus" (2021).

How the data were processed

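Small RNA was sequenced from grapevine (Vitis vinifera cv. 'Chardonnay') leaf tissue and from proliferating embryogenic callus (EC), which is a culture of dedifferentiated cells able to form embryos and was started here from anthers. There was 1 library per tissue. Per the labels, RNA was purified from 50 mg of each tissue and fragments of 18 to 35 nt were isolated on a gel before library construction. In the study's methods, material from several Petri dishes or leaves was pooled per sample, reads were trimmed and size filtered in the UEA small RNA Workbench, reads from tRNA and rRNA were removed with PatMaN, and miRNA reads were removed. The remaining reads were mapped by the authors to the PN40024 12X reference genome with ShortStack, which places a read with several possible positions according to the uniquely mapping reads nearby. ShortStack then joined mapped reads into clusters and gave each cluster a DicerCall, the predominant fragment length among its reads, or N where no length in the Dicer range was called. The minimum coverage and the padding used for cluster discovery are not given in the sources used here.

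The deposited files were lists of clusters, 1 per library. Of other numeric values they held the start and end of each cluster, together with its strand, its DicerCall and a mark for clusters that ShortStack judged to be miRNA loci. The score column was empty in every cluster, with 0 scores in both lists, so read counts per cluster were unknown. The library totals that the study gives were not used here. The cluster was therefore the unit counted, and a cluster resting on few reads weighed as much as a deep one. Reads removed before mapping and the multi-mapping rule can both affect where clusters were called. A more deeply sequenced library yields more clusters, and cluster numbers were not corrected for depth.

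Clusters were counted per tissue and size class, and their lengths were summed. Intervals of 95% around shares were exact binomial (Clopper-Pearson), and intervals around EC/leaf ratios of counts were derived from the exact binomial share of EC clusters. They cover counting error of clusters only. Neighbouring clusters are not independent, and with 1 library per tissue no interval covers variation between plants or cultures, so no test between tissues was made. Overlap between tissues required at least 1 bp, and a cluster with several partners was paired with the one of longest overlap. Expected overlap was taken from 200 random placements of each cluster, at its own length, on its own sequence. Sequence lengths were taken as the largest cluster end in either library, and gaps in the assembly were not excluded. A further 200 placements of the same kind gave the size class that partners would have by position alone. These placements describe each pair of lists and are not a test between tissues. Clusters were also counted by midpoint in complete windows of 1 Mb, and 5 relations between window profiles were described by Pearson's r and Spearman's rho. Their permutation p-values, two-sided, came from 1000 rotations of the windows within each sequence, with random reversal, and were adjusted by the Benjamini-Hochberg method over the 5 relations. Windows are not independent replicates.

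The methods were tested on simulated data. Leaf-like lists placed at random gave an overlap with the EC list of 9.15% against 9.11% in random placements, and with 30% of the 89597 clusters planted on EC clusters the recovered excess was 29.6%. The unplanted lists were placed in the same way as the random placements, so their near equality checks the computation only. For profiles over 474 windows with no planted relation, 0 of 20 simulated sets passed 0.05, and with a planted correlation of 0.5 all 20 did. Each window was simulated independently of its neighbours, and fewer rotations were used. These sets therefore do not show how the p-values behave where neighbouring windows are alike.

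Several steps laid down before the data were examined were not run. Shares of reads, minimum read numbers, thinning to equal depth and exclusion of the deepest clusters need reads per cluster. Enrichment over genes, promoters and repeats, gene density and the gene lists fixed beforehand need an annotation of the 12X build, which was not used here, and no coordinates were converted between builds. The planned relation of cluster density with gene density was replaced by relations between the tissues and between size classes. The rule laid down for naming genes and clusters ranked them by reads and could not be applied. In its place, after the files had been opened, the text names the 3 longest clusters of the 21 nt, 24 nt and N classes in each tissue, the 5 windows of highest and of lowest EC/leaf ratio on chromosomes 1 to 19 among windows with at least 50 clusters, the 5 windows with most 21 nt clusters per tissue, and all clusters marked as miRNA loci. The choice of windows, the division of chromosomes into 5 parts and the comparison of neighbouring windows were made after window values had been seen. The alternatives tried were restriction to chromosomes 1 to 19, exclusion of clusters without a DicerCall, an overlap of at least 50% of the shorter cluster and windows of 500 kb, all laid down beforehand, and minimum cluster lengths of 50 and 100 bp, merging of clusters within 500 bp, covered length in place of numbers, and displacement of clusters by 10 to 50 kb, which were chosen after seeing the data, as were the restriction to chromosomes and the overlap of at least 50% where they were applied to the size class of shared clusters. Subsets of clusters were compared with 50 random placements. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. All coordinates are 1-based positions on PN40024 12X.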

Results

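The small RNA data comprised 1 leaf library and 1 EC library. Each was represented by the list of genomic clusters into which its mapped siRNAs had been grouped, with the predominant fragment size (DicerCall) of each cluster. The lists covered the same 33 sequences of the 12X assembly, namely 19 chromosomes, 13 sequences assigned to a chromosome but not placed on it, and the unplaced sequence chrUn. The number of reads behind each cluster was unknown. With 1 library per tissue, differences between leaf and EC had no replicate check, and the intervals given cover the counting of clusters only.

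The first comparison asked how much of the genome gave rise to siRNAs in each tissue. Clusters were more numerous in EC, where 227847 were found, than in leaf, where there were 89597. The EC/leaf ratio was 2.54 (95% interval 2.52 to 2.56). EC clusters were also longer, with a median of 88 bp (quartiles 43 and 139 bp) against 66 bp (quartiles 30 and 113 bp) in leaf. They covered 25.2 Mb in EC and 8.06 Mb in leaf, a ratio of 3.13. Neighbouring clusters lay a median of 611 bp apart in EC and 1956 bp apart in leaf. Short clusters of 30 bp or less, barely longer than a single siRNA, made up 25.1% of the leaf list and 15.1% of the EC list. When clusters within 500 bp of each other were merged the EC/leaf ratio of cluster numbers was 1.90. Restriction to clusters of at least 100 bp gave a ratio of 3.44.

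The second comparison concerned the size classes, since 24 nt siRNAs guide canonical RNA-directed DNA methylation whereas 21 nt siRNAs take part in post-transcriptional silencing and in the non-canonical pathway. The 24 nt class was the largest in both tissues and rose from 59.8% of leaf clusters (interval 59.5 to 60.1%) to 77.1% of EC clusters (76.9 to 77.2%). In numbers there were 53573 clusters of 24 nt in leaf and 175575 in EC, a ratio of 3.28 (3.25 to 3.31). The 21 nt class went the other way, with 6109 clusters in leaf and 4505 in EC, a ratio of 0.737 (0.709 to 0.767). Its share was 6.82% (6.65 to 6.99%) in leaf and 1.98% (1.92 to 2.04%) in EC. For every 21 nt cluster there were 8.77 clusters of 24 nt in leaf and 39.0 in EC.

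The other size classes lay between these extremes. Clusters of 20 nt were 1.97 times (1.84 to 2.12), those of 22 nt 1.92 times (1.81 to 2.04) and those of 23 nt 1.80 times (1.74 to 1.86) as numerous in EC as in leaf. Clusters without a DicerCall numbered 21458 in leaf and 32154 in EC, which was 23.9% and 14.1% of the respective lists. Only the 21 nt class had fewer clusters in EC than in leaf among the 6 classes, and its covered length fell further than its number, to 0.577 times that of leaf. The covered length of the 24 nt class in EC was 4.11 times that of leaf.

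**Figure D1:**
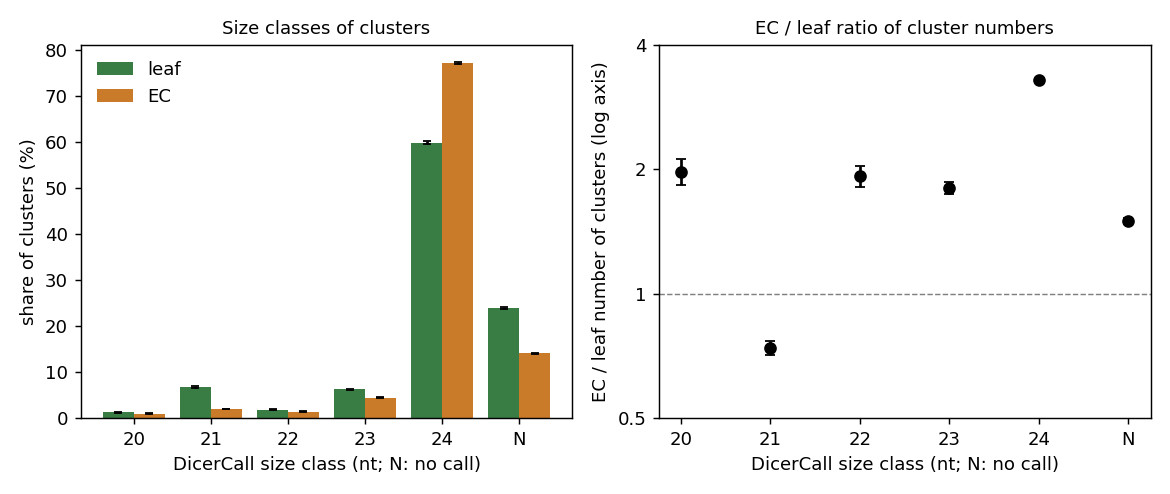
Left, share of siRNA clusters (%) in each DicerCall size class (nt; N, no call) for leaf and EC; right, the EC/leaf ratio of cluster numbers on a log axis, with the dashed line at equal numbers. Error bars are 95% exact binomial intervals of 1 library per tissue; the 21 nt class lies at 0.737 and the 24 nt class at 3.28.

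Long clusters differed most in their makeup. In leaf, 194 of the 656 clusters of at least 500 bp (29.6%) were 21 nt clusters, and 374 (57.0%) were 24 nt clusters. In EC, 69 of 2092 such clusters (3.30%) were of 21 nt and 1942 (92.8%) of 24 nt. Clusters of 20, 22 and 23 nt were rare among long clusters, with 2, 2 and 1 in leaf and 0, 0 and 1 in EC. No strand was assigned to 45.7% of leaf and 47.7% of EC 21 nt clusters, and to 46.1% of leaf and 55.2% of EC 24 nt clusters. Reads per strand were not given, so these shares do not count clusters with reads from both strands. Among 24 nt clusters of at least 100 bp these shares were 65.3% in leaf and 70.2% in EC, and among 21 nt clusters of that length 67.3% and 64.3%.

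The longest 21 nt clusters of leaf were largely without small RNA clusters in EC. The longest, of 3200 bp on chromosome 13 (20331479 to 20334678), had no strand assigned, and EC clusters covered 3.28% of it. The second, of 2766 bp on the same chromosome (21759493 to 21762258), had no EC cluster, and the third, of 2763 bp on chromosome 18 (5497683 to 5500445), was covered to 2.93%. The longest 21 nt clusters of EC were shorter. They measured 1672 bp on chrUn (32409167 to 32410838), 1374 bp on chromosome 5 (16727928 to 16729301) and 1349 bp on chromosome 5 (23402100 to 23403448), and leaf clusters covered 23.3%, 22.6% and 15.05% of them.

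Among 24 nt clusters, the longest of EC spanned 2984 bp on chromosome 11 (4452518 to 4455501) and was covered to 4.16% by leaf clusters. The third longest of EC, of 2333 bp on chromosome 16 (7406187 to 7408519), had no leaf cluster. At the second longest the size class differed between tissues. This cluster of 2692 bp on chromosome 19 (5716972 to 5719663) was called 24 nt in EC, whereas 5 leaf clusters over 70.7% of its length were all called 21 nt. In leaf, the longest 24 nt clusters lay on chromosome 7 (19299500 to 19302122, 2623 bp), chromosome 18 (11324250 to 11326541, 2292 bp) and chromosome 4 (3618879 to 3621146, 2268 bp), and EC clusters, all of 24 nt, covered 10.9%, 30.5% and 99.9% of them.

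The third comparison asked whether the tissues produced siRNAs from the same places. Of the leaf clusters, 41.1% (36780 of 89597) were overlapped by an EC cluster, against 9.10% for randomly placed clusters (range of 200 placements 8.84 to 9.36%), 4.51 times the random value. Of the EC clusters, 16.1% (36707 of 227847) were overlapped by a leaf cluster, against 3.59% at random (3.50 to 3.71%). Covered sequence common to both tissues amounted to 2.55 Mb, or 31.6% of the length covered in leaf and 10.1% of that covered in EC. In every class of either tissue the observed overlap exceeded all 200 random placements, the smallest one-sided p that these can give being 0.005.

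Leaf clusters of 24 nt recurred in EC more often than those of 21 nt. An EC cluster overlapped 46.0% (45.6 to 46.4%) of leaf 24 nt clusters and 25.3% (24.2 to 26.4%) of leaf 21 nt clusters, which was 4.94 and 2.57 times the random overlap. In EC the order was the opposite. Leaf clusters overlapped 20.9% (19.8 to 22.1%) of EC 21 nt clusters, 6.52 times the random value, and 16.6% (16.4 to 16.7%) of EC 24 nt clusters, 4.45 times the random value.

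**Figure D2:**
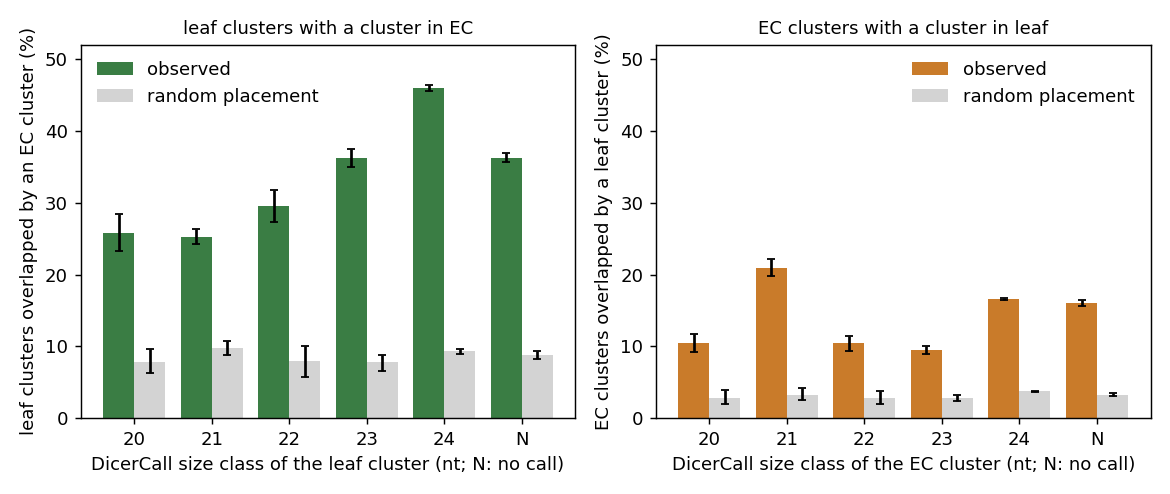
Share of clusters (%) overlapped by at least 1 bp by a cluster of the other tissue, by DicerCall size class (nt; N, no call), for leaf clusters (left) and EC clusters (right). Coloured bars carry 95% exact binomial intervals and grey bars show the mean of 200 random placements with their range; observed overlap lies between 25.3% and 46.0% in leaf and between 9.46% and 20.9% in EC.

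Where 21 nt and 24 nt clusters coincided with a cluster of the other tissue, partners of their own size class were more frequent than random placement gave. The excess cannot be ranked between the classes, since the random share was already high for 24 nt clusters and low for 21 nt clusters. Of 1544 leaf 21 nt clusters with an EC partner, 29.1% (26.8 to 31.4%) had a partner of 21 nt, 16.1 times the 1.81% of random placements, and 51.4% (48.9 to 53.9%) had one of 24 nt. The latter share lay below the 77.1% of all EC clusters that were of 24 nt. Of 24631 leaf 24 nt clusters with a partner, 86.5% (86.1 to 86.9%) had one of 24 nt, against 80.1% at random, where most EC clusters met were of that class. Seen from EC, 50.4% (47.1 to 53.6%) of 943 shared 21 nt clusters had a leaf partner of 21 nt, against 8.18% at random, and 26.1% (23.3 to 29.0%) one of 24 nt. Among all leaf clusters 59.8% were of 24 nt. Of the shared EC 24 nt clusters, 73.2% had a leaf partner of 24 nt, against 61.3% at random. Among clusters of at least 100 bp in both lists, the share of shared leaf 21 nt clusters with an EC partner of 21 nt was 47.8%.

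The fourth comparison followed clusters along the chromosomes. EC had more clusters than leaf on each of the 19 chromosomes, with ratios from 1.69 on chromosome 6 (1.63 to 1.75) to 3.52 on chromosome 10 (3.38 to 3.66). For 24 nt clusters the ratio ranged from 2.05 on chromosome 6 to 4.43 on chromosome 10. The number of 21 nt clusters was lower in EC on 17 of 19 chromosomes, and on 15 of them the interval lay below 1. The lowest 21 nt ratio, 0.531, was on chromosome 13, which had 542 such clusters in leaf and 288 in EC. Chromosomes 10 (ratio 1.05, 0.847 to 1.31) and 16 (1.04, 0.837 to 1.30) were the exceptions.

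Within chromosomes, leaf clusters were densest towards the ends and EC clusters towards the interior. With each chromosome divided into 5 equal parts, leaf clusters numbered 18356, 17530, 12698, 14518 and 18066 from the start to the end of the chromosomes, and EC clusters 30702, 40623, 45290, 45918 and 40628. The EC/leaf ratio was 1.67 (1.64 to 1.70) in the first part, 3.57 (3.497 to 3.64) in the middle part and 2.25 (2.21 to 2.29) in the last. For 24 nt clusters these ratios were 2.17, 4.54 and 2.96. For 21 nt clusters they were 0.538 (0.490 to 0.591), 1.08 (0.971 to 1.19) and 0.606 (0.558 to 0.659). The part with the highest ratio was 1 of the inner 3 on 17 of 19 chromosomes, the exceptions being chromosomes 10 and 17.

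Across 420 windows of 1 Mb on the chromosomes, the EC/leaf ratio of cluster numbers had a median of 2.47 (quartiles 1.58 and 3.97) and spanned 0.809 to 11.3. It exceeded 5 in 56 windows and lay below 1 in 8. The highest ratios were found on chromosome 8 at 6 to 7 Mb (20 clusters in leaf, 225 in EC), chromosome 16 at 4 to 5 Mb (59 and 552), chromosome 19 at 18 to 19 Mb (83 and 775), chromosome 2 at 12 to 13 Mb (63 and 574) and chromosome 16 at 9 to 10 Mb (92 and 791). The ratio on chromosome 8 had an interval of 7.11 to 18.8. Both tissues had fewer clusters there than in the neighbouring windows (144 and 243 in leaf, 778 and 770 in EC). The lowest were on chromosome 2 at 1 to 2 Mb (257 in leaf, 208 in EC), chromosome 7 at 4 to 5 Mb (304 and 268), chromosome 16 at 21 to 22 Mb (254 and 233), chromosome 6 at 5 to 6 Mb (290 and 270) and chromosome 18 at 12 to 13 Mb (336 and 314). Only the window of chromosome 2 at 1 to 2 Mb among these 420 had an interval wholly below 1 (0.671 to 0.975). The highest and lowest windows were picked by the ratio itself, which their intervals do not take into account. In no window were 24 nt clusters fewer in EC than in leaf, whereas 21 nt clusters were fewer in EC in 241 windows, more numerous in 160 and equal in 19.

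**Figure D3:**
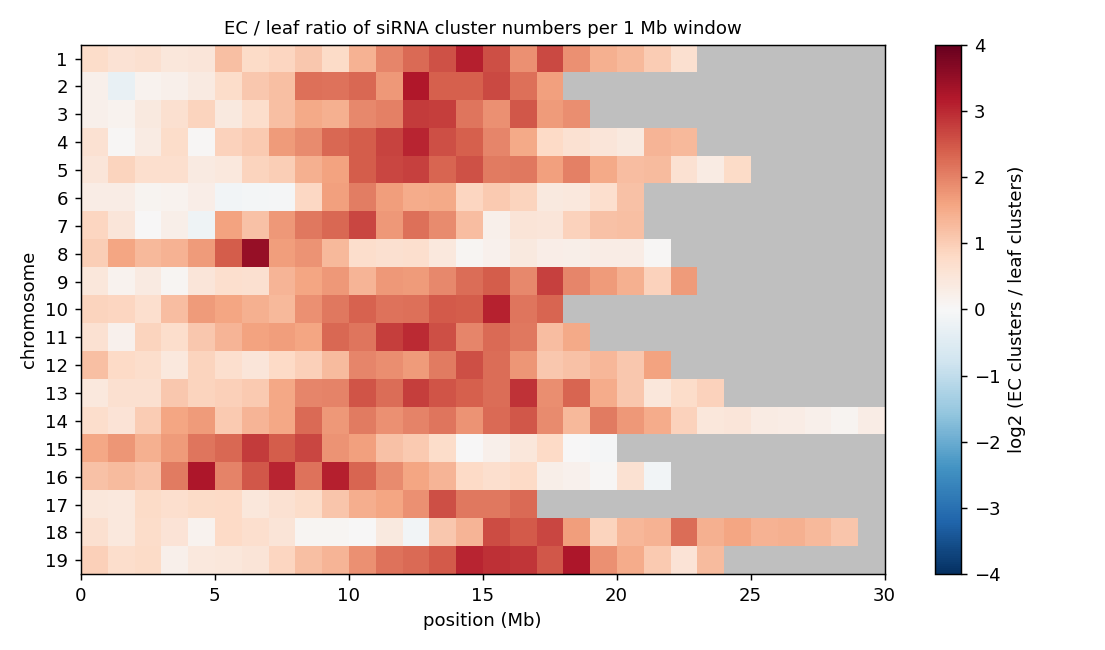
Map of chromosomes 1 to 19 in complete 1 Mb windows (horizontal axis, position in Mb), coloured by the log2 ratio of EC to leaf cluster numbers. Grey beyond the last complete window means no data; ratios span 0.809 (chromosome 2, 1 to 2 Mb) to 11.3 (chromosome 8, 6 to 7 Mb), and the high values form blocks inside the chromosomes.

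The numbers of leaf and EC clusters per window were not detectably related over the 474 complete windows of all sequences (r = -0.08, permutation p = 0.306; rho = -0.10, permutation p = 0.185). Adjusted p-values over the 5 relations were 0.382 and 0.231. No relation was detectable for 24 nt clusters either (r = -0.04, permutation p = 0.639; rho = -0.05, permutation p = 0.458; adjusted p-values the same). On chromosomes 1 to 19 alone, leaf and EC numbers were weakly inversely related, with r = -0.16 (permutation p = 0.041, adjusted p = 0.051) and rho = -0.19 (permutation p = 0.021, adjusted p = 0.026). Among clusters of at least 100 bp on all sequences the inverse relation also passed 0.05, for all clusters (r = -0.14, permutation p = 0.037, adjusted p = 0.046; rho = -0.17, permutation p = 0.016, adjusted p = 0.018) and for 24 nt clusters (r = -0.14, permutation p = 0.049, adjusted p = 0.049; rho = -0.17, permutation p = 0.018, adjusted p = 0.018). In contrast, windows rich in 21 nt clusters in leaf were also rich in them in EC, with r = 0.46 and rho = 0.21 (permutation p = 0.001 for each, the smallest that 1000 rotations can give, and adjusted p = 0.002). Without the 2 windows farthest from the median r was 0.38. Within tissues, 21 nt and 24 nt numbers per window were positively related, with r = 0.29 and rho = 0.42 in leaf and r = 0.32 and rho = 0.46 in EC (permutation p = 0.001 and adjusted p = 0.002 for each). Leaving out the 2 extreme windows gave r of 0.28 in leaf and 0.32 in EC. In leaf r was 0.14 both for covered length per window (permutation p = 0.025, adjusted p = 0.042) and among clusters of at least 100 bp (permutation p = 0.018, adjusted p = 0.03), and in EC it was 0.24 and 0.23 (permutation p = 0.001 for each).

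Clusters of 21 nt were unevenly spread in both tissues. In leaf the median window held 10 of them and the richest, chromosome 13 at 21 to 22 Mb, held 133. The same window held 48 in EC, a ratio of 0.361 (0.254 to 0.506), while its 24 nt clusters rose from 160 to 421. The next richest leaf windows were chromosome 12 at 17 to 18 Mb (66 in leaf, 14 in EC), chromosome 18 at 26 to 27 Mb (62 and 25), chromosome 14 at 5 to 6 Mb (60 and 10) and chromosome 13 at 22 to 23 Mb (58 and 15). The 10 richest windows held 11.9% of leaf 21 nt clusters in the 420 windows and 9.21% of those of EC, against 4.13% and 4.69% for 24 nt clusters. Such a share rises where windows hold few clusters, and the median window held 116.5 clusters of 24 nt in leaf and 354.5 in EC. The variance over the mean went the other way, at 10.2 for 21 nt and 13.5 for 24 nt in leaf. In EC it was 3.60 and 52.2, so the classes cannot be ranked by unevenness.

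The windows with most 21 nt clusters in EC were partly different. Picking the richest windows of a tissue favours that tissue in the ratio, which the intervals do not take into account. Chromosome 3 at 10 to 11 Mb held 52 in EC and 29 in leaf (ratio 1.79, 1.12 to 2.93). Chromosome 2 at 15 to 16 Mb held 50 and 20 (interval of the ratio 1.46 to 4.43), and chromosome 5 at 16 to 17 Mb held 39 and 25 (1.56, 0.921 to 2.69). The 2 others among the 5 richest were chromosome 13 at 21 to 22 Mb and chromosome 18 at 27 to 28 Mb, with 37 in EC and 54 in leaf.

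**Figure D4:**
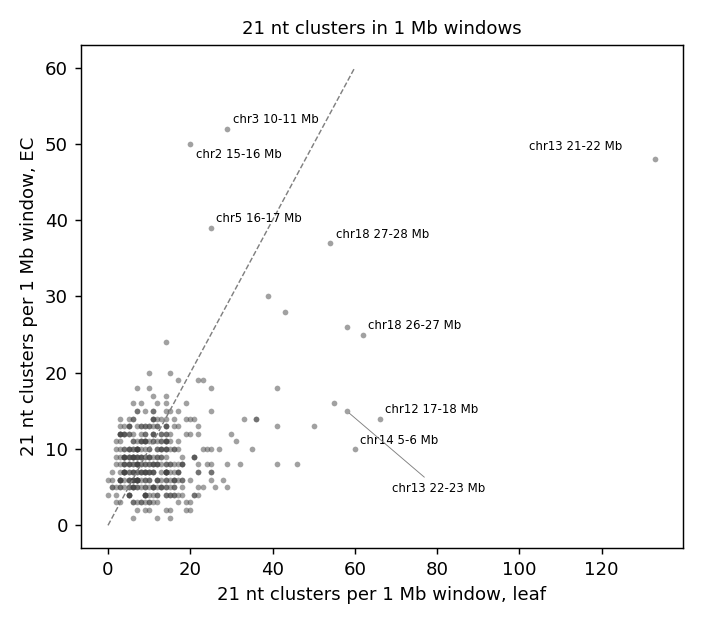
Number of 21 nt clusters per complete 1 Mb window of chromosomes 1 to 19 in leaf (horizontal) and EC (vertical), 1 point per window, with the dashed line at equal numbers. Named points are the 5 richest windows of each tissue; chromosome 13 at 21 to 22 Mb has 133 in leaf and 48 in EC.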

Values the study reported

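The study reported 89,597 siRNA clusters in leaf and 227,847 in EC. It attributed 25.9 % of the reads of the leaf library and 0.4 % of those of the EC library to miRNAs. With miRNA reads removed and counts normalised to library size, it found 21 nt siRNAs higher in leaf and 24 nt siRNAs higher in EC.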

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

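The miRNA mark in the cluster lists is used in no comparison above, although miRNA reads had been removed before mapping. ShortStack marked 22 clusters as miRNA loci in leaf and 15 in EC, which is 0.0246% and 0.00658% of the lists. In leaf they comprised 12 clusters of 21 nt, 5 of 22 nt, 3 of 24 nt and 1 each of 20 and 23 nt. In EC they comprised 8 of 21 nt, 3 of 22 nt, 3 of 24 nt and 1 of 20 nt. Their lengths ran from 68 to 130 bp in leaf and from 78 to 146 bp in EC.

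At 8 loci both tissues carried the mark. These lie on chromosome 1 (3865561 to 3865662), chromosome 2 (17944810 to 17944925), chromosome 5 (24742098 to 24742219), chromosome 7 (5011945 to 5012033), chromosome 14 (19755470 to 19755564), chromosome 17 (5523034 to 5523131), chromosome 18 (24650029 to 24650127) and chromosome 19 (7113021 to 7113089), in leaf coordinates. The size class was the same in both tissues except on chromosome 14, where it was 20 nt in leaf and 22 nt in EC. Of the other 14 leaf loci, 10 had an unmarked EC cluster and 4 had none, namely those at chromosome 1 (731614 to 731704), chromosome 12 (17937409 to 17937487), chromosome 13 (4265142 to 4265217) and chromosome 16 (17247183 to 17247302). Of the other 7 EC loci, 4 had an unmarked leaf cluster and 3 had none, at chromosome 8 (9571422 to 9571520), chromosome 11 (5203328 to 5203411) and chrUn (11785731 to 11785876). Whether these loci are known miRNA genes was not tested.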

How the results depend on the processing

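No paired analysis was possible because each tissue had 1 library. The alternatives by cluster length, merging, covered length and displacement were chosen after seeing the data. Of the alternatives laid down beforehand, minimum read numbers, thinning to equal depth, shares of reads, removal of the deepest clusters, midpoint assignment, promoters of 1 kb and all variants of the gene lists were not run, since they need reads per cluster or an annotation of the build. Cluster numbers were not corrected for depth, which limits every comparison of them. Over 19 results, 37 alternative values were counted as unchanged, 37 as moved, 3 as crossing the threshold and 2 as changing sign. Unchanged meant within the interval or on the same side of the threshold where the result had one. Folds over random placement and the ratio of covered length had neither, so their counting rests on no such limit.

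On chromosomes 1 to 19 alone the EC/leaf ratio of cluster numbers was 2.503, that of covered length 3.07 and that of 24 nt clusters 3.22, and 16.3% of EC clusters were overlapped by leaf clusters. Among clusters of at least 50 bp and of at least 100 bp, the ratio of cluster numbers was 3.06 and 3.44, that of covered length 3.33 and 3.57, and that of 24 nt clusters 3.95 and 4.34, while that of 21 nt clusters was 0.625 at 100 bp. The 24 nt share was then 61.4% and 66.6% in leaf and 79.3% and 83.98% in EC, and the 21 nt share of EC 1.68% and 1.23%. Overlap was 39.1% and 35.3% of leaf clusters and 12.9% and 10.4% of EC clusters, which was 4.41 and 4.89 times the random value for leaf and 4.40 and 4.91 times for EC, against 4.51 and 4.49 for all clusters. At shared clusters the class was kept by 34.7% and 47.8% of leaf 21 nt clusters and by 88.02% and 90.9% of leaf 24 nt clusters. Merging within 500 bp lowered the ratio of cluster numbers to 1.90. Without clusters lacking a DicerCall, the 21 nt share was 8.97% in leaf and 2.302% in EC, and the 24 nt share 78.6% and 89.7%. As shares of covered length these were 8.69% and 1.602% for 21 nt and 63.05% and 82.7% for 24 nt. An overlap of at least 50% of the shorter cluster was met by 36.7% of leaf and 14.3% of EC clusters, and 87.02% of leaf 24 nt clusters then kept their class.

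The relation between leaf and EC cluster numbers per window was the least stable result. Its r was 0.016 in windows of 500 kb (permutation p = 0.784), -0.16 on chromosomes 1 to 19 (permutation p = 0.041) and -0.14 among clusters of at least 100 bp (permutation p = 0.037). For 24 nt clusters r was 0.052 in windows of 500 kb (permutation p = 0.385) and -0.14 among clusters of at least 100 bp (permutation p = 0.049). The cause of these shifts was not tested.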

Other observations

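Sequences assigned to a chromosome but not placed on it mostly had higher ratios than the chromosomes. The EC/leaf ratio of cluster numbers was 2.93 (2.86 to 3.002) over all unplaced and random sequences and 2.503 (2.48 to 2.52) on chromosomes 1 to 19. On the 13 random sequences it ranged from 1.73 (0.885 to 3.52) for chromosome 4 to 6.54 (4.37 to 10.1) for chromosome 16. On the 3 longest it was 3.55 (3.29 to 3.84) for chromosome 18, 4.10 (3.73 to 4.51) for chromosome 13 and 4.77 (4.08 to 5.59) for chromosome 12. It was 2.54 (2.47 to 2.62) on chrUn. On chrUn 21 nt clusters were about as numerous in EC (359) as in leaf (372), with a ratio of 0.965 (0.832 to 1.12).

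The 3 longest EC clusters without a DicerCall, all assigned to the minus strand, had leaf clusters over most of their length that also lacked a DicerCall. On chromosome 13 the leaf cluster from 11911509 to 11914334 and the EC cluster from 11911501 to 11914323 shared 2815 bp on the minus strand. On chrUn, leaf clusters covered 86.6% of an EC cluster of 2770 bp (1135274 to 1138043), and on chromosome 2 they covered 93.3% of one of 2902 bp (18714567 to 18717468), again without a DicerCall. Of the 3 longest such leaf clusters, that on chromosome 13 and one on chrUn (1135274 to 1136888, 1615 bp) lay under these EC clusters. The other, of 1794 bp on chrUn (40926748 to 40928541) with no strand assigned, had no EC cluster.

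Of the tests below, those of neighbouring windows, of the windows of lowest ratio, of clusters without a partner, without the richest windows and of the ratio of merged groups were chosen only after other results had been seen, and all patterns were noticed in the same data. The EC/leaf ratio varied between 1 Mb windows with an SD of 0.83 on the log2 scale, against 0.13 from counting noise, and neighbouring windows had similar ratios (r = 0.84 and rho = 0.87 over 401 pairs, one-sided permutation p = 0.001 for each, the smallest that 1000 shuffles can give). Merging of crowded clusters lowers numbers where a tissue is dense. Had it made the spread, less variation in covered length was predicted, but the spread of covered length was 119% (117 to 122%) of that of cluster numbers. Merging may thus have narrowed the spread. Covered length also takes in gaps bridged by merging, so the test cannot fully exclude it. Had short clusters resting on few reads made the spread, it would shrink among clusters of at least 100 bp. There it was 123% (120 to 126%) of that of all clusters, with counting noise subtracted from both, unlike for covered length. Length only stands in for the unknown reads per cluster, so clusters of few reads are not excluded as a cause. A difference in depth stays open, because 51.6% of leaf clusters of at least 100 bp had an EC cluster over them, between the bounds of 80% and 50%, and the 35.0% of all leaf clusters in the 105 windows of lowest ratio, although under the bound of 50%, decides nothing, since those windows were picked by the ratio itself and saturation of loci was assumed, not measured. A tissue difference inside the chromosomes is a hypothesis that was not tested here against gene or repeat positions. The study reported that EC clusters of every size class were enriched in transposable elements. In leaf it found those of 23 and 24 nt enriched there and those of 21 nt depleted. That comparison, as described, was not split by position along the chromosomes.

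The lower number of 21 nt clusters in EC may in part reflect a change of call, since 17.8% (16.8 to 18.8%) of leaf 21 nt clusters, 1087 in all, had EC clusters of other classes alone. The shortfall was 1604 clusters or 26.3% of leaf 21 nt clusters, a stricter limit than the bound of 30% set beforehand, and the reverse change at 461 EC clusters left a net 626, or 39.0% of the shortfall, so that a change of call is not the whole cause. Overlaps by position alone were not subtracted from these counts. Random placement put 9.83% of leaf 21 nt clusters on an EC cluster, and only 1.81% of those partners were of 21 nt. It put 3.21% of EC 21 nt clusters on a leaf cluster, with 8.18% of partners of 21 nt. The 17.8% and the 39.0% are therefore likely to overstate a change of call. If size calls did not depend on depth, one difference in depth for the whole library would move both classes the same way. The EC/leaf ratio was 0.737 for 21 nt and 3.28 for 24 nt clusters. Among clusters with no partner in the other tissue it was 0.780 (0.747 to 0.815) and 5.06 (4.998 to 5.13). These are most of the same clusters and no independent test. Of 1544 shared leaf 21 nt clusters, 794 had an EC partner of 24 nt, a class that made up 77.1% of all EC clusters. Whether calls depend on depth was not tested, so depth is not excluded. Without the 10 windows richest in leaf the ratio was 0.778 (0.745 to 0.813), against 0.725 (0.695 to 0.756) over all 420, so a few rich windows were not the whole cause. A difference between the tissues was not tested and stays open. A smaller share of 21 nt reads in EC could have left loci under the coverage needed for a cluster there. The study reported such a smaller share after removal of miRNA reads. Whether it had this effect on clusters was not tested and stays open.

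Of the 5 windows richest in EC 21 nt clusters, the 3 that held more of them in EC than in leaf had 141 in EC and 74 in leaf, a ratio of 1.91 (1.43 to 2.56). As they were picked for this, the ratio had to exceed 1, and its interval takes no account of the choice. EC held more 21 nt clusters than leaf in 160 of 420 windows. The 3 windows could hold loci broken into many clusters. Merging 21 nt clusters within 5 kb left 49 groups in EC and 36 in leaf, a ratio of 1.36 (0.867 to 2.15). The 49 groups lay above the bound of 15 set beforehand, but that bound took no account of leaf, and since the interval of the merged ratio includes 1, splitting stays open as a cause of the excess. Merging left fewer groups in EC than in leaf on chromosome 2 (10 and 14) but more in EC on chromosome 3 (24 and 14) and chromosome 5 (15 and 8), and no biological explanation was tested.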
